# Modification of *N^6^*-methyladenosine RNA methylation on heat shock protein expression

**DOI:** 10.1371/journal.pone.0198604

**Published:** 2018-06-14

**Authors:** Jiayao Yu, Yi Li, Tian Wang, Xiang Zhong

## Abstract

This study was conducted to investigate effect of *N*^6^-methyladenosine (m^6^A) RNA methylation on Heat shock proteins (HSPs) and dissect the profile of HSP RNA methylation. The results showed that m^6^A methyltransferases *METTL3* mRNA was decreased in responses to heat shock stress in HepG2 cells, but m^6^A-specific binding protein YTHDF2 mRNA was upregulated in a manner similar to HSP70 induction. Immunofluorescence staining showed that the majority of YTHDF2 was present in the cytosol, however, nearly all YTHDF2 translocated from the cytosol into the nucleus after heat shock. METTL3 knockdown significantly changed *HSP70*, *HSP60*, and *HSP27* mRNA expression in HepG2 cells using siRNA, however, mRNA lifetime was not impacted. Silence of YTHDF2 using siRNA did not change expression of *HSP70*, but significantly increased *HSP90*, *HSP60*, and *HSPB1* mRNA expression. In addition, m^6^A-seq revealed that HSP m^6^A methylation peaks are mainly enriched on exons and around stop codons, and shows a unique distribution profile in the 5’UTR and 3’UTR. Knockdown of METTL3 changed the methylation patterns of HSPs transcript. In conclusion, m^6^A RNA methylation regulates HSP gene expression. Differential expression of HSPs modulated by m^6^A may depend on the m^6^A site and abundance of the target gene. This finding provides insights into new regulatory mechanisms of HSPs in normal and stress situations.

## Introduction

Heat shock proteins (HSPs), which are expressed constitutively in all species, are molecular chaperones that regulate protein localization, accumulation, and degradation, assist in protein re-folding, prevent protein aggregation [1], and play important physiological roles in normal conditions as well as situations involving both systemic and cellular stress [2, 3]. Based on their molecular sizes, HSP proteins are classified into a number of conserved protein families, including HSP90, HSP70, HSP60 and small HSPs [4]. It is well known that increase of HSP genes are activated at the transcriptional level by heat shock transcription factor 1 (HSF1) [5]. Interestingly, growing evidence indicates that the expression of HSPs can be attributed to epigenetic changes including DNA methylation and acetylation of histones [6–9]. However, modulation of HSPs expression by RNA methylation remains unclear.

To date more than 100 diverse chemical modifications of RNA have been identified. *N*^6^-methyladenosine (m^6^A) is the most abundant internal modification of eukaryotic mRNA, influencing metabolism and function of mRNAs [10]. M^6^A RNA modifications are dynamically and reversibly regulated by methyltransferases including METTL3 and METTL14 [11], and demethylases including ALKBH5 and FTO [12]. Their functions are exerted by direct recognition by m^6^A-specific binding proteins including YTHDF1 and YTHDF2 [13, 14]. M^6^A shows the most enrichment in translation start sites, stop codons, and 3’UTRs [15, 16], suggesting that it plays important roles in mRNA biology. Indeed, modification of m^6^A on mRNA functionally regulates mRNA splicing [15, 17], export [18], localization, translation [19], and stability [13], suggesting that m^6^A RNA methylation is an epitranscriptomic mechanism that regulates gene expression.

The precise sites and abundance of m^6^A are highly regulated under normal conditions, however, previous reports showed that cellular stress, such as heat shock or ultraviolet radiation, alters characteristic distribution and function of m^6^A [15, 20]. This finding suggests that changes of m^6^A may contribute to tuning a number of genes expressed under stress conditions. Indeed, Zhou et al. [21] found that m^6^A modification altered by heat shock stress and activate Hsp70 mRNA translation. However, manipulation of m^6^A RNA methylation on other stress-inducible chaperones such as HSP90, HSP60, and HSP27 remain unknown.

Here, we investigated the topology and function of m^6^A modifications of HSPs RNA, including *HSPA1B*, *HSPA9*, *HSP90AA1*, *HSPD1*, *HSF1*, and HSPB1 using m^6^A-seq in HepG2 cells.

## Materials and methods

All the procedures were approved by the Institutional Animal Care and Use Committee of Nanjing Agricultural University, China.

### Cell lines

The human HepG2 cell line used in this study was obtained from the American Type Culture Collection (ATCC) at passage 5 and grown in DMEM (Gibco, Grand Island, NY, USA) media supplemented with 10% FBS, and 1% 100× Pen Strep. HepG2 cells were incubated with 5% CO_2_ and 95% air at 37°C.

### Heat shock

HepG2 cells were subjected to 41°C heat shock in a water bath for 1 h and then recovery incubation at 37°C The cells were harvested at 6 h, 12 h, 24 h after heat shock and processed for RT-PCR analysis.

### siRNA knockdown

Human *METTL3* and *YTHDF2* siRNAs were ordered from Qiagen (Hs-METTL3 with target sequence CTGCAAGTATGTTCACTATGA, Hs-YTHDF2 with target sequence AAGGACGTTCCCAATAGCCAA). Control siRNA is from Qiagen (1027281). Each siRNA was transfected into HepG2 cells using Lipofectamine RNAiMAX (Invitrogen) for siRNA following the manufacture’s protocols. At 48 h after the transfection, cells were harvested and stored at -80°C for further studies.

### RNA isolation and purification

Total RNA was isolated from HepG2 cells using TRIzol (Invitrogen), and contaminant DNA was removed using DNaseI. The RNA integrity was determined on 1% agarose gel with ethidium bromide staining. The concentrations of RNA were quantified by absorbance at 260 nm and 280 nm using a NanoDrop ND-1000 UV spectrophotometer. Messenger RNA for LC-MS/MS was extracted using PolyATtract^®^ mRNA Isolation System III (Promega) followed by further removal of contaminated rRNA by using the Ribominus eukaryote kit v2 (Life technologies).

### qRT-PCR

One μg of total RNA was used to synthesize cDNA in a 20 μL reaction mixture using HiScript ^®^II Q RT SuperMix for qPCR (+gDNA wiper) (Vazyme, Nanjing, China) according to the manufacturer’s instructions. Real-time PCR was carried out on the ABI StepOnePlus^™^ Real-Time PCR systems. Gene-specific primer sequences of the reference and target genes are listed in Table 1 and were synthesized by Invitrogen Biotech Co. Ltd. (Shanghai, China). The following thermal profile was used for qRT-PCR: 95°C for 3 min, followed by 40 cycles of 95°C for 10 sec and 60°C for 30 sec. The relative gene expression was calculated using the 2^-ΔΔCT^ method. Both GAPDH and HPRT1 genes were used to normalize variations in the amount of starting material.

**Table 1:** Primer sequences used in quantitative real time PCR assays.

Gene	Accession No.	Primer, 5’-3’
*HSPA1B*	NM_005345.5	Sense: GCGAGGCGGACAAGAAGAA Antisense:GATGGGGTTACACACCTGCT
*HSPA9*	NM_004134.6	Sense: GGAAGGTAAACAAGCAAAGGTGC Antisense:CCAACAAGTCGCTCACCATCT
*HSP90AA1*	NM_005348.3	Sense: GCTTGACCAATGACTGGGAAG Antisense:AGCTCCTCACAGTTATCCATGA
*HSPD1*	NM_002156.4	Sense: CTACTGTACTGGCACGCTCTA Antisense:CAACAGCTAACATCACACCTCTC
*HSF1*	NM_005526.3	Sense: CCATGAAGCATGAGAATGAGGC Antisense:CTTGTTGACGACTTTCTGTTGC
*HSPB1*	NM_001540.4	Sense: TGGACCCCACCCAAGTTTC Antisense:CGGCAGTCTCATCGGATTTT
*METTL3*	NM_019852.4	Sense: CAAGCTGCACTTCAGACGAA Antisense: GCTTGGCGTGTGGTCTTT
*METTL14*	NM_020961.3	Sense: AGAAACTTGCAGGGCTTCCT Antisense: TCTTCTTCATATGGCAAATTTTCTT
*FTO*	NM_001080432.2	Sense: ACTTGGCTCCCTTATCTGACC Antisense: GTGCAGTGTGAGAAAGGCTT
*YTHDF2*	NM_001172828.1	Sense: CCTTAGGTGGAGCCATGATTG Antisense: TCTGTGCTACCCAACTTCAGT
*GAPDH*	NM_001289746.1	Sense: CGACCACTTTGTCAAGCTCA Antisense: AGGGGAGATTCAGTGTGGTG
*HPRT1*	NM_000194.2	Sense: TGACACTGGCAAAACAATGCA Antisense: GGTCCTTTTCACCAGCAAGCT

*HSPA1B* heat shock protein 70; *HSPA9* heat shock protein 70; *HSP90AA1* heat shock protein 90; *HSPD1* heat shock protein 60; *HSF1* heat shock factor 1; *HSPB1* heat shock protein 27; *METTL3* methyltransferase like 3; *METTL14* methyltransferase like 14; *FTO* fat mass and obesity associated; *YTHDF2* YTH domain family 2, *GAPDH* glyceraldehyde-3-phosphate dehydrogenase, *HPRT1* hypoxanthine phosphoribosyltransferase 1.

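The RefSeq gene table of the assembly GRCh38.p14 lists all 12 accessions of Table 1, in later versions, and 11 of them stand under the symbol that Table 1 gives. HSPA9 (gene ID 3313) is on chromosome 5 between ETF1 and CTNNA1, HSP90AA1 (gene ID 3320) on chromosome 14 between DYNC1H1 and WDR20, and HSPD1 (gene ID 3329) on chromosome 2 between COQ10B and HSPE1. HSPB1 (gene ID 3315) is on chromosome 7 between SRRM3 and YWHAG, and METTL3 (gene ID 56339) on chromosome 14 between TOX4 and SALL2. The neighbors are the adjacent protein-coding genes in the order of their starts. The accession given for HSPA1B, NM_005345, stands in the table under HSPA1A (gene ID 3303). HSPA1B (gene ID 3304) has another mRNA accession there. HSPA1A and HSPA1B are adjacent protein-coding genes on chromosome 6.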

### Cell proliferation and viability assay

Cell proliferation was performed using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay according to the manufacturer’s instructions (Roche Applied Science). The transfected cells were plated in 96-well plates (3000 cells/well). Cell proliferation was determined at 24 h, 48 h, and 72 h after the transfection or heat shock, respectively.

### mRNA lifetime

METTL3 siRNA was transfected into HepG2 cells at 70–80% confluence in 24-well plates using Lipofectamine RNAiMAX (Invitrogen) following the manufacture’s protocols. After 48 h transfection, the cells were treated with actinomycin (5 μg/ml) for 6 h, 3 h, and 0 h before trypsinization and collection.

The total RNA was isolated using TRIzol. After reverse transcription, mRNA levels of transcripts of interest were detected by qRT-PCR. The degradation rate of RNA *k* was estimated by

$${\text{log}}_{2}\left(\frac{At}{A0}\right)=-kt$$

where *t* is transcription inhibition time (h), *A*_*t*_ and *A*_*0*_ represent mRNA quantity at time *t* and time *0*. Two *k* values were calculated: time 3 h versus time 0 h, and time 6 h versus time 0 h. The final lifetime was calculated by using the average of *k*_*3 h*_ *and k*_*6 h*_.

$$\text{t}\frac{1}{2}=\frac{2\text{ln}2}{k3h+k6\;h}$$

### Immunofluorescence staining

HepG2 cells grown on glass coverslips were fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS) for 10 min at 4°C, and then were permeated with 0.1% Trition X-100 in PBS for 15 min. Dako blocking solution (Dakocytomation protein block serum-free) was used to block the nonspecific binding of antibodies for 30–60 min. The cells were then incubated with rabbit polyclonal anti-YTHDF2 (Proteintech, 24744-1-AP) diluted in Dakocytomation antibody diluents for 2 h at room temperature or overnight at 4°C followed by 1 h incubation at room temperature with the secondary Alexa series fluorescently labeled antibodies (1:1500 dilution). After washing with PBST for three times, prolong Gold antifade reagent with DAPI staining was used for nuclei detection (Life Technologies). Confocal microscopy images were captured by Leica SP5 II STED-CW Super-resolution Laser Scanning Confocal instrument and analysed by ImageJ software.

### Immunoblotting

Total cellular protein was isolated from HepG2 cells using Cell Lysis Buffer containing Complete Protease Inhibitor (Roche) and PMSF for determination of METTL3. The protein concentrations were determined using the BCA protein assay kit according to the protocol provided by the manufacturer (Nanjing Jiancheng Bioengineering Institue, Jiangsu, China). A total of 20 μg of protein with loading buffer was boiled for 5 min and electrophoretically resolved by 10% reducing SDS-PAGE gels. Protein was then transferred to nitrocellulose membranes. The membranes were blocked for 1 h in TBS containing 5% non-fat milk and 0.1% Tween-20, followed by incubation with mouse polyclonal anti-METTL3 (Novus, H00056339) or mouse monoclonal anti-GAPDH (Invitrogen, MA5-15738-HRP) antibodies overnight at 4°C. After incubation with horseradish-peroxidase-coupled secondary antibodies at room temperature for 1 h, immunoblots were visualized using enhanced chemiluminescence (ECL^Plus^)

### m^6^A-seq

For m^6^A immunoprecipitation, the procedure was modified from the previously reported methods [15]. In brief, total RNA was extracted using TRIzol reagent followed by purification using PolyATtract^®^ mRNA Isolation System III (Promega). Subsequently, purified mRNAs were digested using DNase I and then fragmented into roughly 100-nt fragments by incubation for 15 min at 70°C in fragmentation buffer (10 mM Tris-HCl, pH 7.0, 10 mM ZnCl_2_). 500 ng mRNA was saved as input control for RNA-seq. Five μg fragmented mRNA was incubated with 12 μg anti-m^6^A antibody (Synaptic Systems) in 1 × IP buffer (10 mM Tris-HCl, pH 7.4, 150 mM NaCl, and 0.1% Igepal CA-630) for 2 h at 4°C. At the same time, recombinant protein A bead (Invitrogen) was washed twice followed by incubation in 1 × IP buffer with 0.5 mg/ml BSA on a rotating wheel for 2 h at 4°C. The m^6^A-IP mixture was then incubated with protein A beads for additional 2 h at 4°C on a rotating wheel. After washing three times with IP buffer, bound mRNA was eluted using 100 μl elution buffer (6.7 mM *N*^6^-Methyladenosine-5’-monophosphate sodium salt in IP buffer) followed by ethanol and sodium acetate precipitation. Immunoprecipitated RNA fragments and comparable amounts of input were subjected to first-strand cDNA synthesis. Sequencing was performed on Illumina HiSeq2500 according to the manufacuture’s instructions.

### Statistical analysis

Comparisons between the mean ± SEM of two groups were calculated using Student’s unpaired two-tailed t test, performed with SPSS software. The following p values were considered to be statistically significant: p value ≤ 0.05 (*), p value ≤ 0.01 (**).

## Results

### Heat shock changes *HSP70*, *METTL3* and *YTHDF2* mRNA expression

Compared to control group, the expression of *HSP70* mRNA was increased at 6 h, 12 h, and 24 h after heat shock stress in HepG2 cells (*p* < 0.05) (Fig 1A and 1B). Decrease of *METTL3* mRNA expression was observed at 6 h and 12 h after heat shock stress compared to control (*p* < 0.05) (Fig 1C). Heat shock inhibited the expression of *METTL14* mRNA at 6 h after heat treatment (*p* < 0.05) (Fig 1D). We found that there was no change in *FTO* expression after heat shock stress (Fig 1E). However, the expression of *YTHDF2* mRNA was enhanced at 12 h and 24 h after heat shock stress (*p* < 0.05) (Fig 1F).

**Fig 1:**
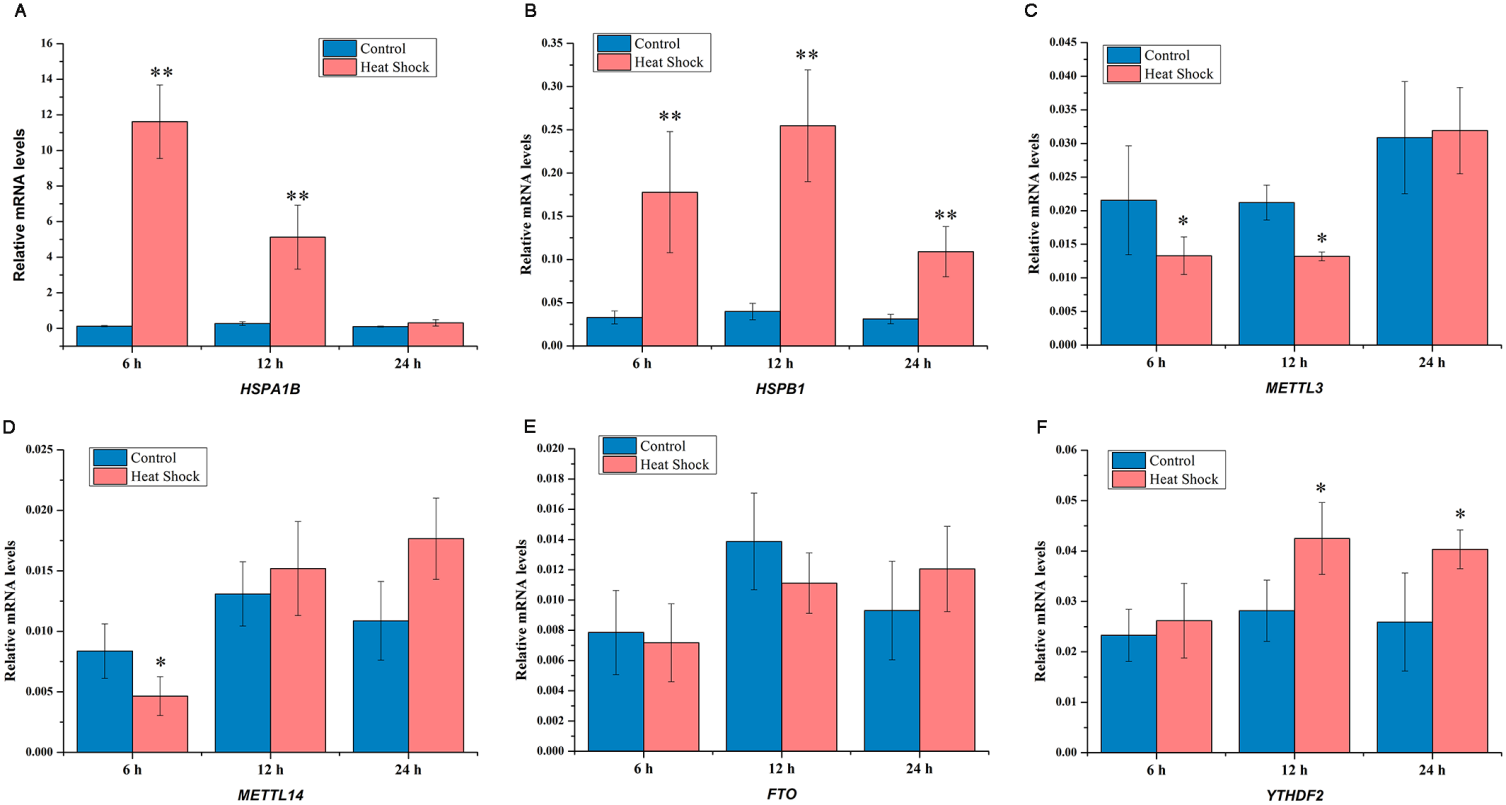
Effect of heat shock on *HSPs* and m^6^A mRNA methylation related genes. Expression of *HSPA1B* (*HSP70*) (**A**), *HSPB1* (*HSP27*) (**B**), *METTL3* (**C**), *METTL14* (**D**), *FTO* (**E**), and *YTHDF2* (**F**) mRNA at 6 h, 12 h, 24 h after heat shock in HepG2 cells. Data are shown as mean ± SEM (n = 3). *p value ≤ 0.05, **p value ≤ 0.01.

### Heat shock changes localization of YTHDF2

Surprisingly, we found that the majority of YTHDF2 resided in the cytosol under normal condition, however, under heat shock stress nearly all YTHDF2 translocated into the nucleus from the cytosol (Fig 2).

**Fig 2:**
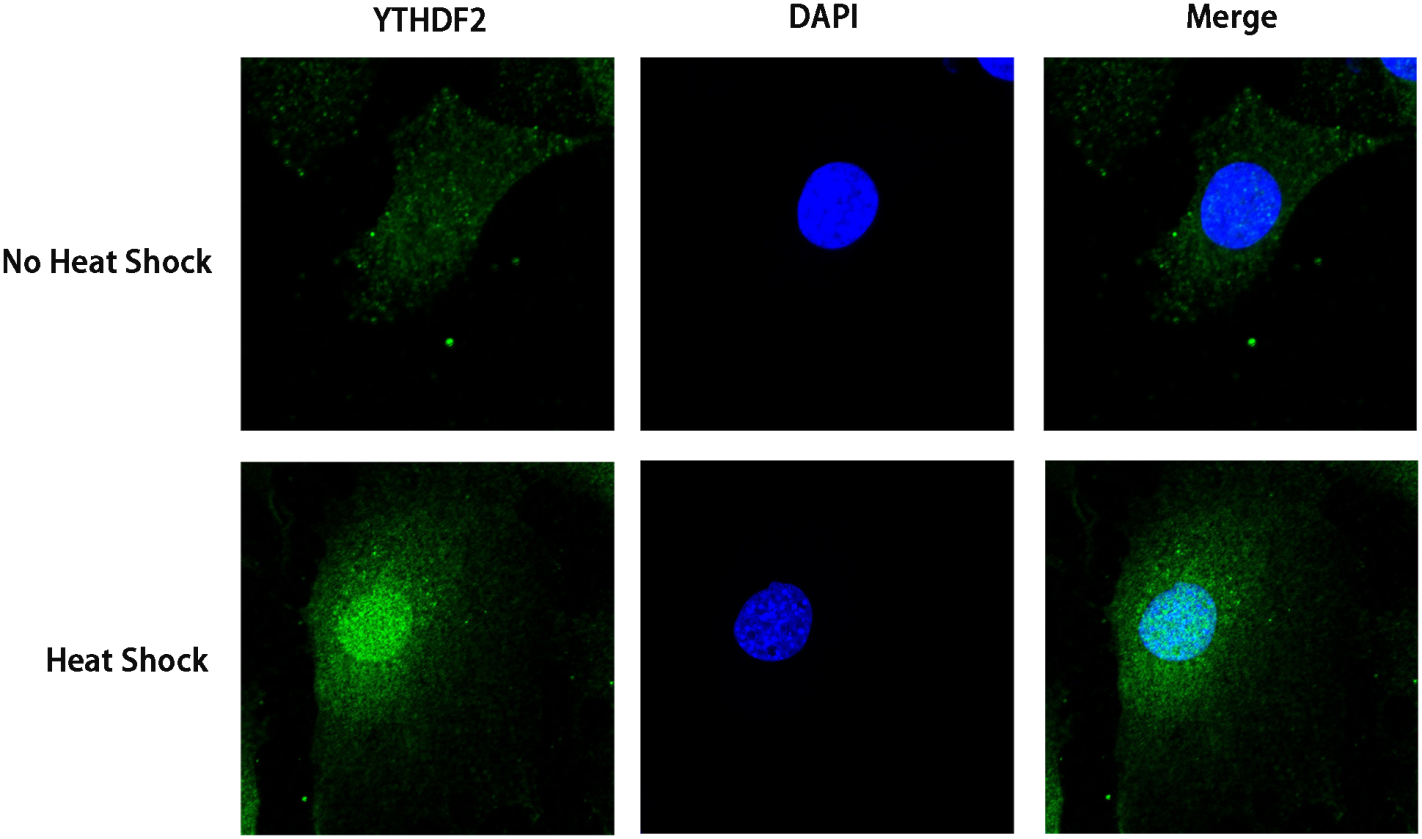
Localization of YTHDF2 under heat shock. The majority of YTHDF2 resided in the cytosol in normal conditions, whereas nearly all YTHDF2 translocated into the nucleus from the cytosol under heat shock stress. *Scale bar* = 88 μm.

### METTL3 knockdown affects HSPs expression and cell proliferation

In order to determine the role of m^6^A RNA methylation on the regulation of HSPs, *METTL3* was knockdowned using siRNA. Although METTL14 shows a similar regulation as METTL3, here we only observed *METTL3* knockdown because *METTL3* and *METTL14* form a stable heterodimer core complex of METTL3-METTL14 that functions in cellular m^6^A deposition on mammalian nuclear RNAs and the phenotypes of *METTL14* knockdown are the same with *METTL3*. In addition, it has been very well-described that METTL3 is m^6^A specific methyltransferases and regulates the levels of m^6^A [11]. Knockdown of METTL3 significantly decreased m^6^A methylation in many type of cell line and in vivo. Here, we did not confirm this. Our results shows that *METTL3* mRNA was decreased by 89% at 48 h after METTL3 knockdown in HepG2 cells (*p* < 0.05) (Fig 3A). The levels of METTL3 protein were also significantly decreased in HepG2 cells (Fig 3B). METTL3 knockdown in HepG2 cells significantly increased the expression of *HSP70* and *HSP27* mRNA compared to control (*p* < 0.05) (Fig 3C). In contrast, the levels of *HSP60* mRNA were inhibited following siMETTL3 treatment compared to the control (*p* < 0.05) (Fig 3C). There were no differences in abundance of *HSP90* and *HSF1* mRNA between control and siMETTL3 groups. In addition, knockdown of *METTL3* using a specific siRNA led to the decrease of relative cell viability in HepG2 cells determined by MTT (3-[4,5-dimethylthiazol-2-yl]-2, 5-diphenyl-tetrazolium bromide) at 24, 48, and 72 h after transfection without heat shock (Fig 3D). However, heat shock pretreatment attenuated the decrease of relative cell viability induced by knockdown of *METTL3* in HepG2 cells at 72 h (Fig 3D).

**Fig 3:**
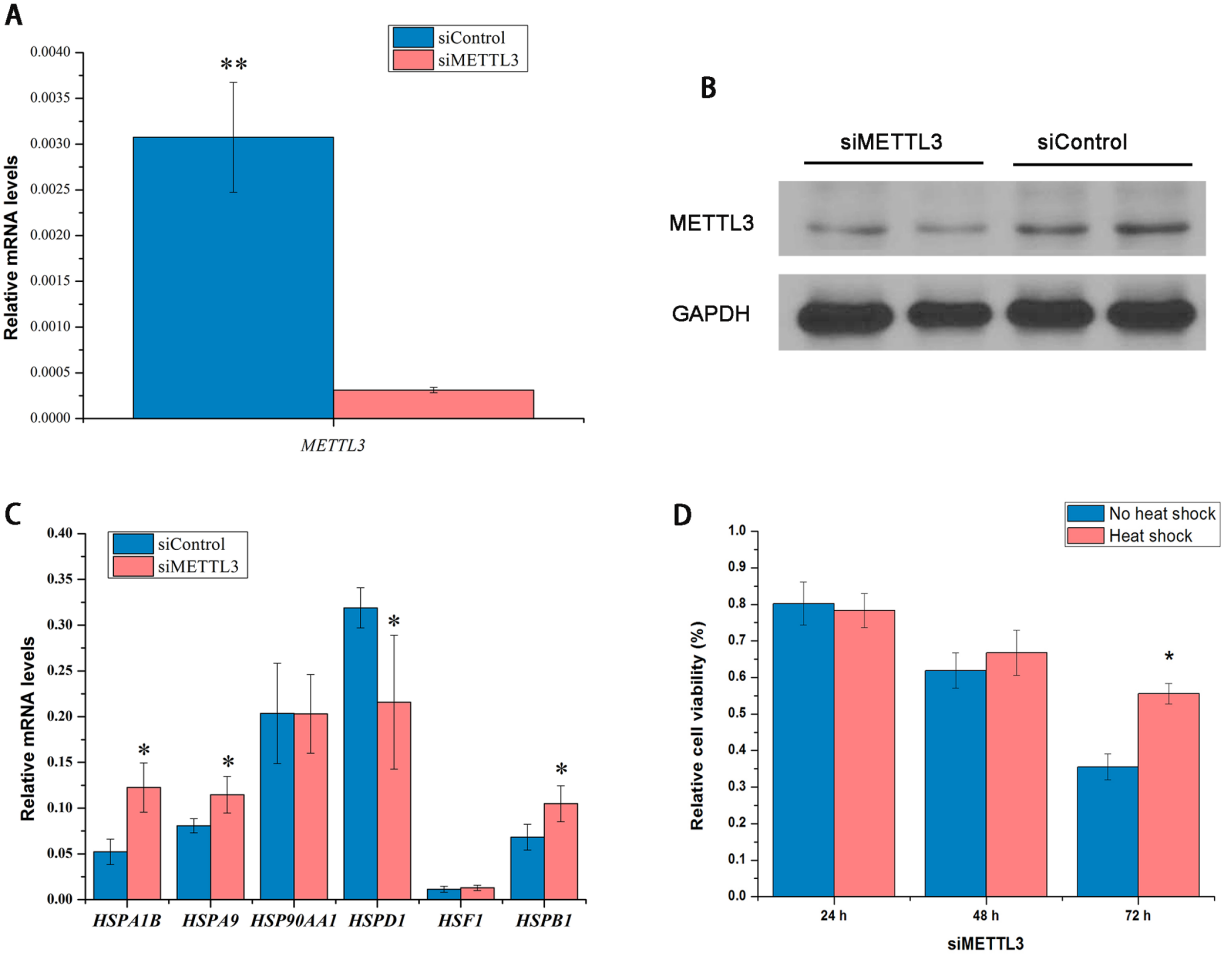
Effect of METTL3 knockdown on HSPs and cell viability in HepG2 cells. Expression of *METTL3* mRNA and protein in HepG2 cells after METTL3 knockdown (**A** and **B**). (n = 3). Expression of *HSPA1B* (*HSP70*), *HSPA9* (*HSP70*), *HSP90AA1* (*HSP90*), *HSPD1* (*HSP60*), *HSF1*, and *HSPB1* (*HSP27*) mRNA upon METTL3 knockdown in HepG2 cells **(C)** (n = 3). The relative cell viability determined by MTT at 24, 48, and 72 h post-transfection of METTL3 siRNA with or without heat shock pretreatment (**D**) (n = 6). Data are shown as mean ± SEM. *p value ≤ 0.05, **p value ≤ 0.01.

### Knockdown of METTL3 does not change *HSPA1B* lifetime

The results of *HSPA1B* lifetime is shown in Fig 4A and 4B. The results showed that METTL3 knockdown in HepG2 cells did not affect the lifetime of *HSPA1B* compared to control.

**Fig 4:**
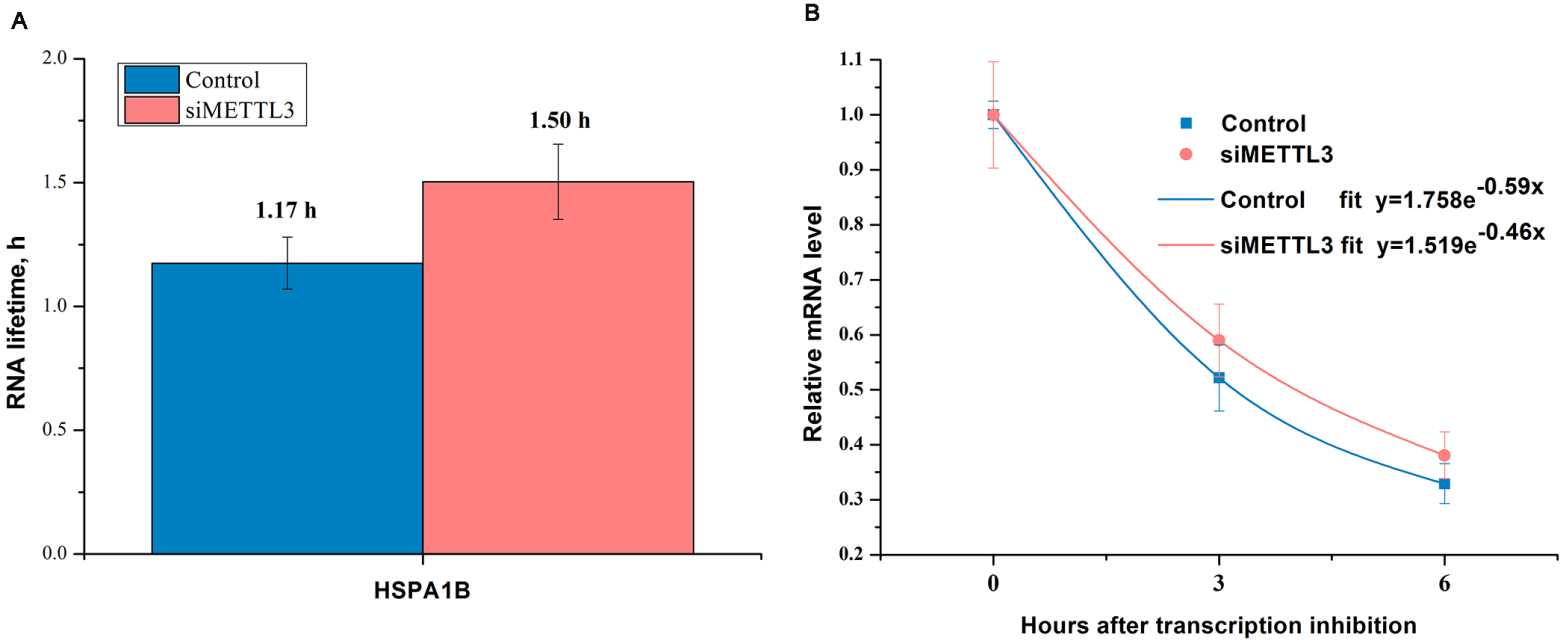
Effect of METTL3 knockdown on the lifetime of HSPA1B in HepG2 cells. Lifetime of *HSPA1B* (*HSP70*) mRNA in the samples following knockdown of *METTL3* in HepG2 cells (**A**). The relative mRNA levels of *HSPA1B* (*HSP70*) in the samples following knockdown of *METTL3* in HepG2 cells at 0 h, 3 h, and 6 h (**B**).

### YTHDF2 knockdown affects HSPs expression and cell proliferation

In order to illuminate the function of m^6^A binding protein, YTHDF2 was knockdowned in HepG2 cells. *YTHDF2* mRNA was decreased by 83% at 48 h after YTHDF2 knockdown in HepG2 cells (*p* < 0.05) (Fig 5A). Because YTHDF2 siRNA has been validated very well by our collaborator Dr. Chuan He, we did not further confirm the knockdown YTHDF2 using Western blot. The results showed that differences in *HSPA1B* and *HSPA9* mRNA expression were not observed between control and siYTHDF2 samples (Fig 5B). However, expression of *HSP90AA1*, *HSPD1*, and *HSPB1* mRNA were significantly increased by knockdown of YTHDF2 in HepG2 cells (Fig 5B and 5C). Furthermore, *YTHDF2* knockdown reduced the relative cell viability in HepG2 cells at 24, 48, and 72 h after transfection without heat shock (Fig 5D). Surprisingly, heat shock pretreatment increased the relative cell viability after knockdown of *YTHDF2* (Fig 5D).

**Fig 5:**
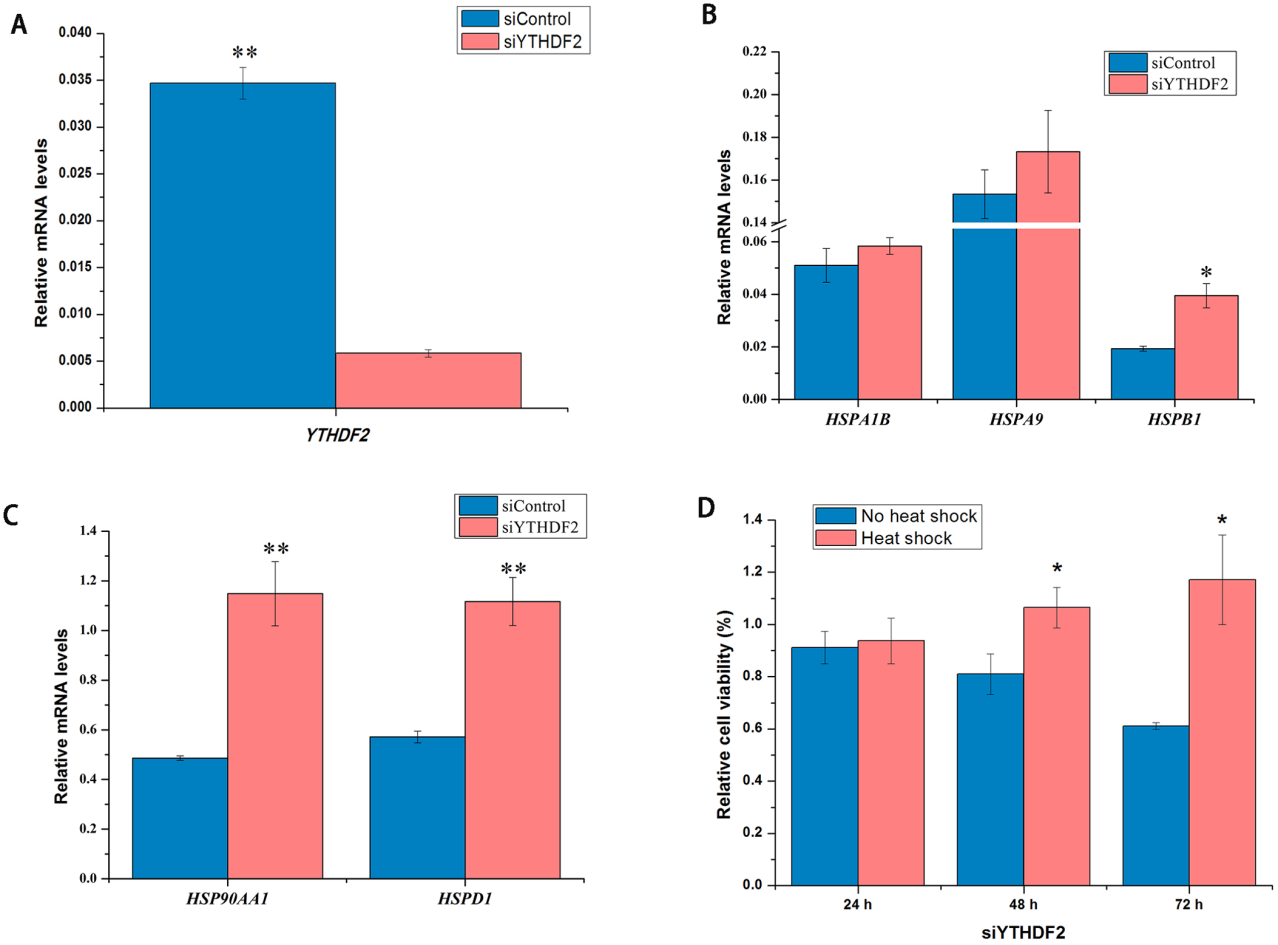
Effect of YTHDF2 on HSPs mRNA expression and cell viability in HepG2 cells. YTHDF2 knockdown decreased YTHDF2 mRNA in HepG2 cells (**A**). Expression of *HSPA1B* (*HSP70*), *HSPA9* (*HSP70*), *HSPB1* (*HSP27*), *HSP90AA1* (*HSP90*), *HSPD1* (*HSP60*) mRNA from the sample of YTHDF2 knockdown in HepG2 cells (**B** and **C**). The relative cell viability determined by MTT at 24, 48, and 72 h after knockdown of YTHDF2 with or without heat shock pretreatment (**D**) (n = 6). Data are shown as mean ± SEM. *p value ≤ 0.05, **p value ≤ 0.01.

### Profile of HSPs gene-m^6^A methylation

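HepG2, a cell line derived from a human hepatocellular carcinoma, was transfected with control siRNA (siControl) or METTL3 siRNA (siMETTL3) and harvested 48 h later. In m6A-seq, mRNA is broken into fragments, the fragments that carry m6A are pulled down with an antibody and sequenced, and positions where the pulled-down RNA exceeds the input RNA are called as peaks. Here the mRNA fragments were roughly 100 nt long, 5 μg was incubated with 12 μg of anti-m6A antibody, and 500 ng was kept as input. Each group had 2 replicates, each with an immunoprecipitated and an input library. The deposited data analysed here are the 4 lists of m6A peaks, 1 per immunoprecipitated sample, so the peaks were called in each sample separately and not on pooled replicates. For each peak the authors deposited its position, length and summit, the number of tags (sequenced fragments) in it, a score equal to −10·log10 of the p-value, the fold enrichment and a false discovery rate (FDR) in percent. The paper's text names no peak caller, genome build or threshold for these peaks.
The lists held 6888 peaks in siControl replicate 1, 8162 in siControl replicate 2, 7138 in siMETTL3 replicate 1 and 8577 in siMETTL3 replicate 2, on 24 chromosomes in each sample. The tags inside the peaks summed to 2004090, 2426342, 2418197 and 1945803 in the same order. These sums are not the depth of the libraries, which is unknown from the peak lists, because each sample's tags were counted over its own peaks. The peaks covered 8.87 Mb in siControl replicate 1, 10.5 Mb in siControl replicate 2, 9.71 Mb in siMETTL3 replicate 1 and 10.4 Mb in siMETTL3 replicate 2, which gives 226, 230, 249 and 186 tags per kb of peak. The median peak was between 982 and 1079 bases long across the samples. The lowest score in the lists was 50 in both siControl samples and 50.01 in both siMETTL3 samples. Median fold enrichment over all peaks was 4.50, 4.60, 4.38 and 4.85 in the same order of samples.
The FDR that accompanied these peaks was high. Its median over the peaks of a sample was 63.6% in siControl replicate 1, 61.0% in siControl replicate 2, 72.0% in siMETTL3 replicate 1 and 54.4% in siMETTL3 replicate 2. An FDR of at most 5% was listed for 201 and 284 peaks in the siControl replicates and for 6 peaks in each siMETTL3 replicate, and an FDR of at most 50% for 2896, 3582, 2346 and 3906 peaks. All listed peaks were used as deposited, with a stricter p-value and limits on the FDR as alternatives. FDR limits of 5% and 50% were applied to the number of peaks and the covered length. The limit of 50% was also applied to the overlap of peaks between samples. Peaks were not assigned to genes, because the lists give no gene names and no annotation of their genome build was used here.

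**Figure D1:**
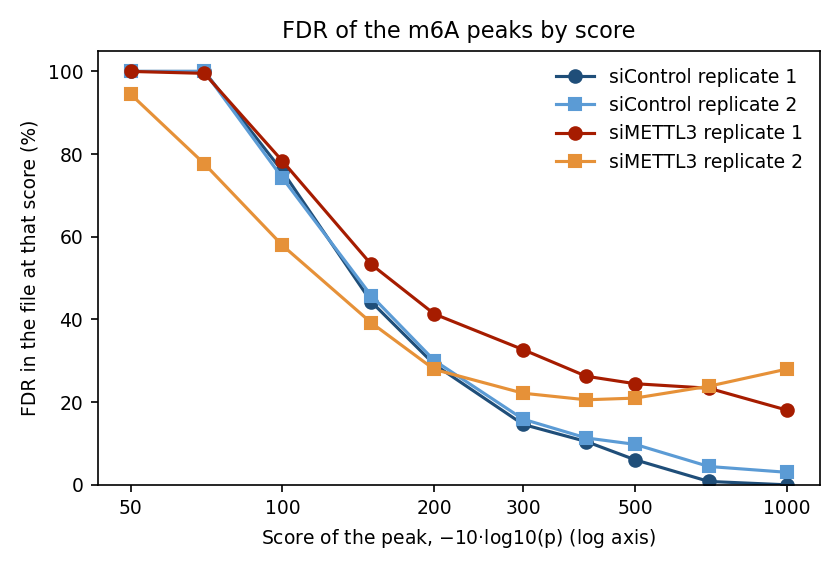
FDR in percent (vertical axis) that the peak lists give at increasing peak scores (horizontal axis, log scale), with a line for each of the 4 immunoprecipitated samples. At a score of 300 the FDR was 14.6% and 15.9% in the siControl replicates and 32.7% and 22.2% in the siMETTL3 replicates.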

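The 4 peak lists were compared with each other over the whole genome. siMETTL3 samples had 7857.5 ± 1017.5 peaks (SD, n = 2) and siControl samples 7525.0 ± 900.9 (SD, n = 2), a difference of 332.5 that is smaller than the spread between replicates (exact two-sided permutation test, p = 0.667, where the smallest p that 2 samples against 2 allow is 0.33). With the replicate number as a block, the mean of the paired differences was again 332.5 peaks, with an SD of 117 over differences of 250 and 415. Within same-numbered pairs the difference was therefore larger than its SD, but the pairing rests only on the shared replicate numbers. The length covered by peaks was 10.1 ± 0.521 Mb in siMETTL3 and 9.70 ± 1.17 Mb in siControl (SD, n = 2 each, exact two-sided permutation test, p = 1.0), and its paired difference was 0.374 ± 0.649 Mb (SD). Leaving out a siMETTL3 replicate, the alternative that moved the difference in peaks most, gave 1052 without replicate 1 and −387 without replicate 2. The direction also changed where only peaks with an FDR of at most 5% were kept, a limit chosen after seeing the values, which gave a difference of −236.5 peaks.
Peaks of different samples that overlapped by at least 1 base were merged into 12221 regions. Of these, 3875 regions (31.7%) had a peak in all 4 samples and 3797 (31.1%) in a single sample. The Jaccard index, the number of bases in the peaks of both samples divided by the number in either, was 0.615 between the siControl replicates and 0.555 between the siMETTL3 replicates. Between a siControl and a siMETTL3 sample it ranged from 0.486 to 0.572, with a mean of 0.526 over 4 pairs, so the siMETTL3 replicates overlapped less with each other than siControl replicate 2 did with siMETTL3 replicate 2. A peak was called in both siControl replicates and in no siMETTL3 replicate in 635 regions, and in both siMETTL3 replicates and in no siControl replicate in 641 regions. The other ways of splitting the 4 samples into pairs gave fewer such regions. The replicates numbered 1 alone shared 93 regions and those numbered 2 alone shared 522, and the crossed pairs shared 177 and 330.
In the 3875 regions called in all 4 samples, the median log2 fold enrichment was 2.22 and 2.31 in the siControl replicates and 2.19 and 2.34 in the siMETTL3 replicates. The difference between the group means of these medians was 0.0018 on the log2 scale (exact two-sided permutation test, p = 1.0, n = 2 per group), and the same with the replicate number as a block (SD of the paired differences 0.042). Sites that lost their peak in a siMETTL3 sample are left out of these regions. Fold enrichment is a ratio within each sample, and the paper's methods name no external standard. A fall in m6A common to all sites might therefore not show in this difference. Across these regions, which are not independent replicates, Pearson's r of log2 fold enrichment was 0.787 between the siControl replicates, 0.746 between the siMETTL3 replicates and between 0.627 and 0.722 for pairs from different groups. In a limma fit with Benjamini-Hochberg adjustment, 0 regions reached an adjusted p of 0.05 or less, and the smallest adjusted p was 0.373. At an unadjusted p under 0.05, 372 regions differed. With the replicate number as a block, 0 regions passed, the smallest adjusted p was 0.0647 and 497 regions differed at an unadjusted p under 0.05. The deviations of same-numbered replicates from their group means correlated with r = 0.011 over these regions, against −0.011 for replicates with different numbers, which with 2 replicates per group is always its negative. This r leaves out a shift common to all regions, and such a shift was present, since the median log2 fold enrichment of replicate 2 was above that of replicate 1 by 0.09 in siControl and by 0.15 in siMETTL3. Without centring, the correlation of same-numbered replicates was 0.118.

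**Figure D2:**
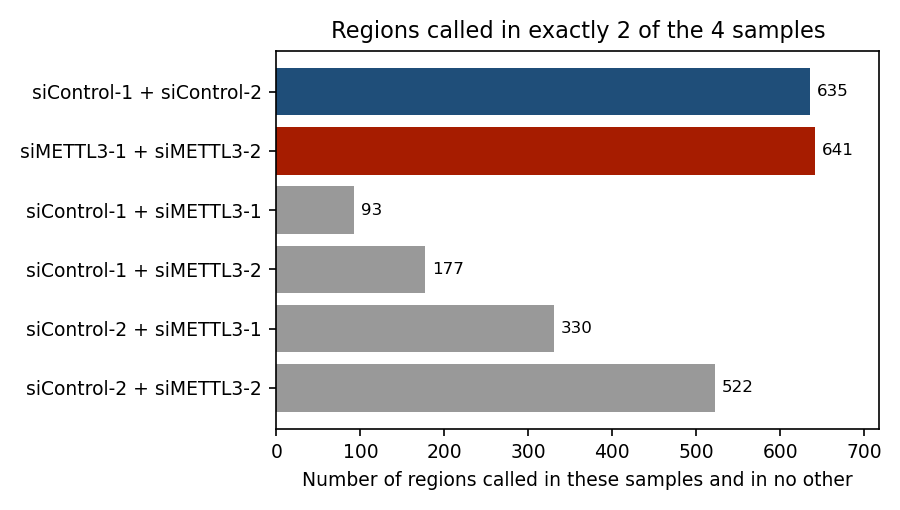
Number of regions (horizontal axis) called in exactly 2 of the 4 immunoprecipitated samples, for each pair of samples (vertical axis, named by group and replicate number). The blue bar is the siControl pair with 635 regions, the red bar the siMETTL3 pair with 641, and the gray bars are the pairs of a siControl and a siMETTL3 sample, which have between 93 and 522.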

Using previously described methods for m^6^A-seq [22], we sequenced the entire methylated RNA species purified from HepG2 cells. Coinciding with the previously reported pattern of m^6^A peaks [11, 13], the m^6^A sites of *HSPA1B*, *HSPB1*, *HSPA9*, *HSP90AA1*, *HSPD1*, *HSF1* transcripts mainly distribute on exons and around stop codons (Fig 6A–6F). In addition, *HSPA1B*, *HSPB1*, *HSPA9*, and *HSPD1* transcripts were found to have m^6^A enrichments in both the 5’UTR and 3’UTR. M^6^A enrichment for *HSP90AA1* transcript was found only in the 5’UTR (Fig 6D). In contrast, HSF1 transcript showed m^6^A enrichments mainly in the 3’UTR (Fig 6F). Moreover, knockdown of *METTL3* changed methylation patterns of *HSPA1B*, *HSPA9*, *HSPB*1, and *HSPD1*.

**Fig 6:**
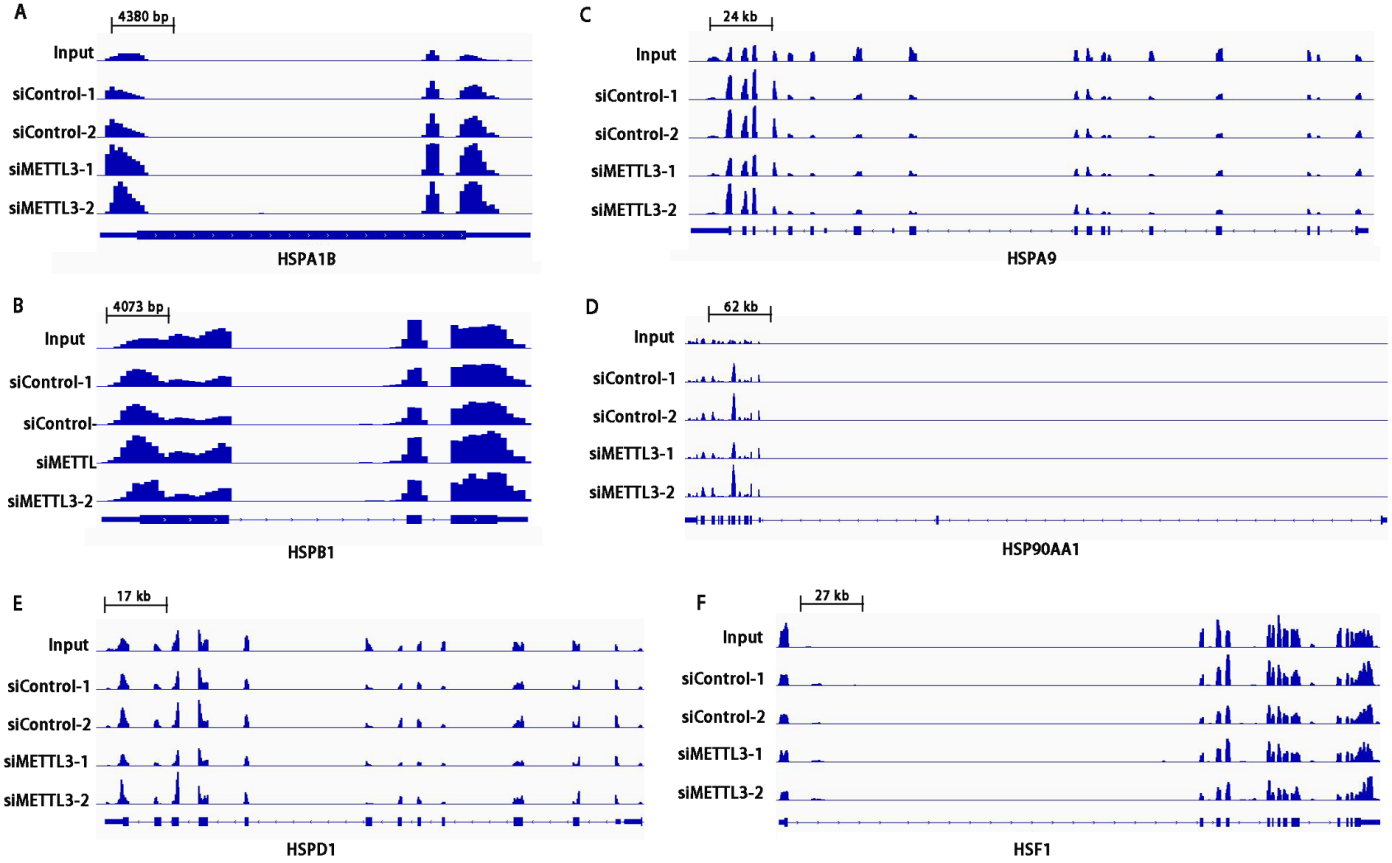
M^6^A methylated peaks of HSPs mRNA. Integrative genomics viewer (IGV) plots showing m^6^A methylated peaks for *HSPA1B* (*HSP70*) (**A**), *HSPB1* (*HSP27*) (**B**), *HSPA9* (*HSP70*) (**C**), *HSP90AA1* (*HSP90*) (**D**), *HSPD1* (*HSP60*) (**E**), *HSF1* (**F**) mRNA in HepG2 cells. Blue boxes represent exons and blue lines represent introns. *n* = 2.

## Discussion

As one of the most prevalent modifications in mRNAs, m^6^A methylation has emerged as a key post-transcriptional regulator of gene expression [23]. In the present study, we observed that METTL3 or YTHDF2 knockdown significantly changed HSPs gene expression, and heat shock induced nuclear localization of YTHDF2. M^6^A methylation peaks of HSPs are mainly enriched on exons and around stop codons. The precise mechanism for different expression of HSPs induced by m^6^A RNA methylation requires further investigation.

As a novel epitranscriptomic marker, m^6^A is a widespread modification present in over 7,000 human genes, including circadian genes [24], *p53* [15], *Notch1α* [25], and *XIST* [26] genes. Zhou et al. [21] also showed that although there was no effect on *HSP70* mRNA expression, YTHDF2 activated its mRNA translation under heat shock stress. However, the effect of m^6^A RNA methylation on other stress-inducible chaperone HSP90, HSP60, and HSP27 is still unknown. Here we found that heat shock treatment significantly increased *HSP70* mRNA with a decrease in METTL3, whereas we observed an increase in YTHDF2, suggesting a dynamic m^6^A mRNA methylation response to environmental changes. In order to investigate whether these changes are associated with HSPs gene expression, we inhibited METTL3 in HepG2 cells using siRNA. We found that *HSPA1B*, *HSPA9*, and *HSP60* mRNA showed significant changes, but no differences were observed for *HSP90AA1* and *HSF1* mRNA. These different effects may be associated with different m^6^A site and abundance on HSPs transcript. Since m^6^A RNA methylation contributes to mRNA stability, we performed HSP70 lifetime analysis in HepG2 cells and found that METTL3 knockdown did not change HSP70 mRNA lifetime, suggesting that it may have other regulatory mechanisms of m^6^A on HSPs.

M^6^A is recognized by the YTH domain family proteins [27]. There are five proteins (YTHDF1-3, YTHDC1, and YTHDC2) that contain the YTH domain in human cells. YTHDF1-3 are primarily cytoplasmic, whereas YTHDC1 is located primarily in the nucleus [13, 27]. YTHDF1 binds m^6^A-modified mRNAs through interactions with initiation factors and ribosomes to increase translational output [28]. YTHDF2 regulates mRNA decay by binding to m^6^A transcripts, which results in their re-localization from the pool of ribosome-associated translatable transcripts to cellular RNA decay sites such as P-bodies [13]. In the present study, YTHDF2 knockdown did not change *HSPA1B*, *HSPA9* mRNA expression, but significantly increased *HSP90AA1*, *HSPD1*, and *HSPB1* mRNA expression. Altered expression of HSPs may be associated with YTHDF2 function, which depends on the m^6^A site of the target gene. Immunofluorescence staining showed that the majority of YTHDF2 was present in the cytosol, however, nearly all YTHDF2 translocated from the cytosol into the nucleus under heat shock, further confirming that YTHDF2 regulates HSPs mRNA expression.

Different sites and abundance of m^6^A on transcript may lead to altered gene output. In addition, the function of YTHDF2 may depend on the cellular context and the m^6^A site of the target gene. A previous study showed that YTHDF2 knockdown increased the m^6^A/A ratio and the stabilization of the RNA targets [13]. However, upon heat shock stress, the nuclear YTHDF2 protects the 5’UTR of stress-induced transcripts from demethylation and activates translation [21]. Using m^6^A-seq, we dissected the profile of HSPs RNA methylation and found that there are different distribution characteristic of m^6^A between HSPs transcript. We also observed changes of methylation patterns of HSPs mRNA after *METTL3* knockdown. These results, to some extent, suggest that different expression of *HSP70*, *HPS90*, *HSP60*, and *HSP27* are modulated by METTL3 or YTHDF2 knockdown in HepG2 cells *in vitro*.

M^6^A modification on gene expression impacts a variety of physiological events, including mammalian embryonic stem cell fate [29], X chromosome inactivation [26], zebrafish maternal-to-zygotic transition [16], haematopoietic stem and progenitor cell specification [25], metabolic diseases, and the stability of the mammalian circadian clock [24]. In the present study, we also observed that decrease of m^6^A RNA methylation reduces cell viability in HepG2 cells. However, heat shock pretreatment attenuated the decrease of cell viability induced by knockdown of *METTL3* or *YTHDF2* in HepG2 cells. Further investigation is needed to reveal the underlying mechanism of these changes.

In conclusion, the expression of HSPs is modulated by m^6^A RNA methylation. This finding would provide insights into the new regulatory mechanisms of HSPs in normal and stress situations.

## References

[1] OellmyR, BoellmannF. Chaperone regulation of the heat shock protein response Molecular Aspects of the Stress Response: Chaperones, Membranes and Networks: Springer; 2007 p. 89–99.10.1007/978-0-387-39975-1_917205678

[2] ZhongX, LiW, HuangX, ZhangL, YimamuM, RaiputN, et al Impairment of cellular immunity is associated with overexpression of heat shock protein 70 in neonatal pigs with intrauterine growth retardation. Cell Stress Chaperones. 2012;17(4):495–505. doi: 10.1007/s12192-012-0326-6 2227061410.1007/s12192-012-0326-6PMC3368032

[3] ZhongX, WangT, ZhangX, LiW. Heat shock protein 70 is upregulated in the intestine of intrauterine growth retardation piglets. Cell Stress Chaperones. 2010;15(3):335–42. doi: 10.1007/s12192-009-0148-3 1983059610.1007/s12192-009-0148-3PMC2866992

[4] KampingaHH, HagemanJ, VosMJ, KubotaH, TanguayRM, BrufordEA, et al Guidelines for the nomenclature of the human heat shock proteins. Cell Stress Chaperones. 2009;14(1):105–11. doi: 10.1007/s12192-008-0068-7 1866360310.1007/s12192-008-0068-7PMC2673902

[5] CioccaDR, ArrigoAP, CalderwoodSK. Heat shock proteins and heat shock factor 1 in carcinogenesis and tumor development: an update. Arch Toxicol. 2013;87(1):19–48. doi: 10.1007/s00204-012-0918-z 2288579310.1007/s00204-012-0918-zPMC3905791

[6] SmithST, PetrukS, SedkovY, ChoE, TillibS, CanaaniE, et al Modulation of heat shock gene expression by the TAC1 chromatin-modifying complex. Nat Cell Biol. 2004;6(2):162 doi: 10.1038/ncb1088 1473031310.1038/ncb1088

[7] MiozzoF, Sabéran-DjoneidiD, MezgerV. HSFs, stress sensors and sculptors of transcription compartments and epigenetic landscapes. J Mol Biol. 2015;427(24):3793–816. doi: 10.1016/j.jmb.2015.10.007 2648210110.1016/j.jmb.2015.10.007

[8] MarinovaZ, LengY, LeedsP, ChuangD-M. Histone deacetylase inhibition alters histone methylation associated with heat shock protein 70 promoter modifications in astrocytes and neurons. Neuropharmacology. 2011;60(7):1109–15.2088835210.1016/j.neuropharm.2010.09.022PMC3036778

[9] FritahS, ColE, BoyaultC, GovinJ, SadoulK, ChioccaS, et al Heat-shock factor 1 controls genome-wide acetylation in heat-shocked cells. Mol Biol Cell. 2009;20(23):4976–84. doi: 10.1091/mbc.E09-04-0295 1979392010.1091/mbc.E09-04-0295PMC2785740

[10] WeiC-M, GershowitzA, MossB. Methylated nucleotides block 5′ terminus of HeLa cell messenger RNA. Cell. 1975;4(4):379–86. 16429310.1016/0092-8674(75)90158-0

[11] LiuJ, YueY, HanD, WangX, FuY, ZhangL, et al A METTL3-METTL14 complex mediates mammalian nuclear RNA N^6^-adenosine methylation. Nat Chem Biol. 2014;10(2):93–5. doi: 10.1038/nchembio.1432 2431671510.1038/nchembio.1432PMC3911877

[12] JiaG, FuY, ZhaoX, DaiQ, ZhengG, YangY, et al N^6^-methyladenosine in nuclear RNA is a major substrate of the obesity-associated FTO. Nat Chem Biol. 2011;7(12):885–7. doi: 10.1038/nchembio.687 2200272010.1038/nchembio.687PMC3218240

[13] WangX, LuZ, GomezA, HonGC, YueY, HanD, et al N^6^-methyladenosine-dependent regulation of messenger RNA stability. Nature. 2014;505(7481):117–20. doi: 10.1038/nature12730 2428462510.1038/nature12730PMC3877715

[14] WangX, HeC. Reading RNA methylation codes through methyl-specific binding proteins. RNA Biol. 2014;11(6):669–72. doi: 10.4161/rna.28829 2482364910.4161/rna.28829PMC4156498

[15] DominissiniD, Moshitch-MoshkovitzS, SchwartzS, Salmon-DivonM, UngarL, OsenbergS, et al Topology of the human and mouse m^6^A RNA methylomes revealed by m^6^A-seq. Nature. 2012;485(7397):201–6. doi: 10.1038/nature11112 2257596010.1038/nature11112

[16] ZhaoBS, WangX, BeadellAV, LuZ, ShiH, KuuspaluA, et al m^6^A-dependent maternal mRNA clearance facilitates zebrafish maternal-to-zygotic transition. Nature. 2017;542(7642):475 doi: 10.1038/nature21355 2819278710.1038/nature21355PMC5323276

[17] XiaoW, AdhikariS, DahalU, ChenY-S, HaoY-J, SunB-F, et al Nuclear m 6 A reader YTHDC1 regulates mRNA splicing. Mol Cell. 2016;61(4):507–19. 2687693710.1016/j.molcel.2016.01.012

[18] ZhengG, DahlJA, NiuY, FedorcsakP, HuangC-M, LiCJ, et al ALKBH5 is a mammalian RNA demethylase that impacts RNA metabolism and mouse fertility. Mol Cell. 2013;49(1):18–29. doi: 10.1016/j.molcel.2012.10.015 2317773610.1016/j.molcel.2012.10.015PMC3646334

[19] MeyerKD, PatilDP, ZhouJ, ZinovievA, SkabkinMA, ElementoO, et al 5′ UTR m^6^A promotes cap-independent translation. Cell. 2015;163(4):999–1010. doi: 10.1016/j.cell.2015.10.012 2659342410.1016/j.cell.2015.10.012PMC4695625

[20] XiangY, LaurentB, HsuC-H, NachtergaeleS, LuZ, ShengW, et al RNA m^6^A methylation regulates the ultraviolet-induced DNA damage response. Nature. 2017;543:573–6. doi: 10.1038/nature21671 2829771610.1038/nature21671PMC5490984

[21] ZhouJ, WanJ, GaoX, ZhangX, QianS-B. Dynamic m^6^A mRNA methylation directs translational control of heat shock response. Nature. 2015;526(7574):591 doi: 10.1038/nature15377 2645810310.1038/nature15377PMC4851248

[22] DominissiniD, Moshitch-MoshkovitzS, Salmon-DivonM, AmariglioN, RechaviG. Transcriptome-wide mapping of N^6^-methyladenosine by m^6^A-seq based on immunocapturing and massively parallel sequencing. Nat Protoc. 2013;8(1):176–89. doi: 10.1038/nprot.2012.148 2328831810.1038/nprot.2012.148

[23] FuY, DominissiniD, RechaviG, HeC. Gene expression regulation mediated through reversible m^6^A RNA methylation. Nature reviews Genetics. 2014;15(5):293 doi: 10.1038/nrg3724 2466222010.1038/nrg3724

[24] FustinJ-M, DoiM, YamaguchiY, HidaH, NishimuraS, YoshidaM, et al RNA-methylation-dependent RNA processing controls the speed of the circadian clock. Cell. 2013;155(4):793–806. doi: 10.1016/j.cell.2013.10.026 2420961810.1016/j.cell.2013.10.026

[25] ZhangC, ChenY, SunB, WangL, YangY, MaD, et al m^6^A modulates haematopoietic stem and progenitor cell specification. Nature. 2017;549(7671):273–6. doi: 10.1038/nature23883 2886996910.1038/nature23883

[26] PatilDP, ChenC-K, PickeringBF, ChowA, JacksonC, GuttmanM, et al m^6^A RNA methylation promotes XIST-mediated transcriptional repression. Nature. 2016;537(7620):369 doi: 10.1038/nature19342 2760251810.1038/nature19342PMC5509218

[27] XuC, WangX, LiuK, RoundtreeIA, TempelW, LiY, et al Structural basis for selective binding of m^6^A RNA by the YTHDC1 YTH domain. Nat Chem Biol. 2014;10(11):927–9. doi: 10.1038/nchembio.1654 2524255210.1038/nchembio.1654

[28] WangX, ZhaoBS, RoundtreeIA, LuZ, HanD, MaH, et al N^6^-methyladenosine modulates messenger RNA translation efficiency. Cell. 2015;161(6):1388–99. doi: 10.1016/j.cell.2015.05.014 2604644010.1016/j.cell.2015.05.014PMC4825696

[29] BatistaPJ, MolinieB, WangJ, QuK, ZhangJ, LiL, et al m^6^A RNA modification controls cell fate transition in mammalian embryonic stem cells. Cell stem cell. 2014;15(6):707–19. doi: 10.1016/j.stem.2014.09.019 2545683410.1016/j.stem.2014.09.019PMC4278749

How the deposited data were processed for this re-analysis (not part of the article)

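The data are m6A-seq peaks of HepG2 cells harvested 48 h after transfection with control siRNA or METTL3 siRNA, with 2 replicates per group. Groups and replicate numbers were taken from the sample labels and from the track names of Fig 6. The 4 peak lists of the immunoprecipitated samples were used, and the values of the input libraries enter only through the authors' peak calling.

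The authors sequenced immunoprecipitated and input RNA, called peaks in each sample and deposited one list per sample. The paper's text does not name the aligner, the peak caller, the genome build or the annotation. The number of tags in each peak was deposited as a whole-number count, not normalized for library size and counted over that sample's own peak. The authors' peak caller gave each peak a score, −10·log10 of its p-value, and the deposited peaks begin at a score of 50. Its fold enrichment is a linear ratio of immunoprecipitated over background signal as the authors deposited it, with a background the paper does not describe, and its FDR was deposited in percent. Because the counts belong to different intervals in each sample, no count model was fitted. The depth of the libraries is unknown from these lists, so no counting interval is given, and the precision rests on 2 replicates per group.

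Peaks were read as 1-based intervals. Peaks that overlapped by at least 1 base were merged across samples into regions, and a sample's enrichment in a region was the highest of its peaks there. Single values per sample were compared with an exact two-sided permutation test over the 6 relabellings, whose smallest p is 0.33. Log2 fold enrichment, without a pseudocount, was compared over regions called in all 4 samples with limma (lmFit and eBayes, Benjamini-Hochberg adjusted p of 0.05). The limma step was tested on simulated enrichment for 3875 regions, of which 200 were changed. It recovered 55.2% of the regions changed by 1 on the log2 scale and 1.05% of those changed by 0.5, with 2 false calls among 61. With the replicate number as a block it recovered 0 of the 105 regions changed by 1. The simulated values held no replicate effect, so the block could remove no spread there. The result therefore shows low power of the blocked fit only where such an effect is absent. The pairing of replicates rests only on the numbers 1 and 2 shared by the groups' labels.

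The alternatives were a p-value at most 0.01 times the least significant one (a score of at least 70), each replicate left out in turn, the replicate number as a block, a sample counted for a region only where its peaks cover at least 50% of it, the same number of most significant peaks per sample, length-weighted mean enrichment, median-centred or quantile-normalized enrichment, and limma with trend and robust settings. Limits of 5% and 50% on the FDR were added after the values had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, R 4.3.3 and limma 3.58.1 were used, and matplotlib 3.10.9 for the figures.

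No peak was assigned to a gene, exon, untranslated region or stop codon. A RefSeq gene table of GRCh38.p14 was used only for names and neighboring genes. Between 57.9% and 59.8% of the peak summits of a sample fell inside its protein-coding genes, against a mean between 56.7% and 58.2% after shifting the summits by 3, 10 or 30 kb in either direction, and in every sample at least 13 chromosomes had peaks past the last listed gene, so the peaks were not treated as lying on that assembly. The genes to be named were set as the HSP genes of Fig 6, METTL3, METTL14, FTO and YTHDF2, and the 3 shared regions with the largest rise and the 3 with the largest fall that carry a gene name. The peak lists give no gene names, so none of them is reported by its peaks. The shares of peaks on exons and around stop codons and the enrichment at each HSP gene, planned before the data were examined, were not computed for the same reason.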

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

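The test of peak scores, and the test that takes the strongest opposing peaks out of the FDR, were set before their results were seen. The setting with the same number of peaks per sample was among the alternatives set before the data were examined. The counts of regions called only in a pair of samples, for each way of splitting the 4 samples into pairs, were also planned then. All other tests in this part were chosen after the result was seen.

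The paper reports on m6A peaks at the HSP genes and HSF1, and the lists also hold peaks outside them. In 641 regions both siMETTL3 replicates had a peak and no siControl replicate did, and in 635 regions it was the reverse. A candidate explanation is that these peaks lie close to the calling threshold, where small differences decide a call. In 17.0% of the 641 regions (109 regions) both siMETTL3 replicates had a score of at least 100, above the 10% set as the limit for this explanation, so nearness to the threshold of 50 does not account for all of them. In 22.5% of the 635 regions both siControl replicates had such a score. Of the regions called in all 4 samples, 52.8% had it in all 4, a stricter rule. Many regions of the 641 and 635 were still weak. The median of a region's lowest score was 66.54 in the 641 and 70.79 in the 635. At a score of at least 70, the listed FDR was 100% in both siControl replicates and 99.53% and 77.66% in the siMETTL3 replicates. Neither count is given here under a limit on the FDR. Another explanation is a greater depth in siMETTL3. Mean tags in peaks were 0.985 times those in siControl, but tags in peaks are not library depth, so this ratio does not settle it. A greater depth in siMETTL3 would add regions only to siMETTL3, so it would not account for the 635 regions only in siControl. With the same number of most significant peaks per sample, 538 regions were only in siMETTL3 and 676 only in siControl. Which of the 641 and 635 regions were among them was not examined. An equal number of peaks is not an equal depth, so a part of depth in the regions only in siMETTL3 stays open. Of the 3 ways of splitting the 4 samples into pairs, only 1, the real one, gave as many as 1276 such regions. The split of replicate 1 against replicate 2 gave 615 and the crossed split, the only other split that parts both same-numbered pairs, gave 507. With 3 splits no share under 0.05 is possible, so the pattern cannot be told apart from grouping by chance, and an effect of the knockdown is only a hypothesis.

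The FDR listed with the peaks, on which the paper does not report, was higher in siMETTL3 than in siControl at high scores. At a score of at least 300, it was 27.4% ± 7.45 (SD, n = 2) in siMETTL3 and 15.2% ± 0.898 (SD, n = 2) in siControl (exact two-sided permutation test, p = 0.33, the smallest possible), and the paired differences were 18.1 and 6.28 percentage points. At a score of at least 100 the order was not the same, with 78.3% and 57.9% in the siMETTL3 replicates and 75.8% and 74.2% in the siControl replicates. The FDR may be the number of peaks found with input and immunoprecipitated RNA exchanged (opposing peaks) divided by the number of m6A peaks at the same score. FDR times rank was within 0.1 of a whole number for 99.7% of 1912 peaks, where evenly spread values would give 20%. Only peaks up to rank 500 of a list were examined for this. Read in this way, the siMETTL3 replicates had 327 and 220 opposing peaks at a score of at least 300 and the siControl replicates 149 and 219. A few very strong opposing peaks could have raised the FDR of the siMETTL3 replicates from the top of the list, where the peak of rank 7 already had an FDR of 14.3% and 57.1%. With the opposing peaks that outrank it taken out, 1 and 4 in number, 15 and 18 peaks had an FDR of at most 5%. siControl had 201 and 284 such peaks as deposited. There the first FDR above 5% came at ranks 189 and 16, and taking out the 10 and 1 opposing peaks gave 367 and 315. Taking out so few opposing peaks left the siMETTL3 numbers low. The step removed unequal numbers, so it does not exclude a larger set of strong opposing peaks. A smaller number of high-scoring m6A peaks is another explanation. siMETTL3 had 0.831 times as many peaks with a score of at least 300 as siControl on average, but the replicates differed. In replicate 1 the ratio was 0.980, and the opposing peaks of siMETTL3 would give an FDR of 32.1% over the siControl number of peaks, against 14.6% in siControl. In replicate 2 the ratio was 0.720, and the FDR would be 16.0% against 15.9% at a score of at least 300, where siMETTL3 had 22.2%. It would be 11.3% against 9.79% at 500, 11.6% against 4.44% at 700 and 10.6% against 3.03% at 1000. The listed FDR of siMETTL3 replicate 2 at these 3 scores was 20.98%, 23.85% and 28%. Fewer high-scoring peaks therefore do not explain the higher FDR in replicate 1. In replicate 2 they account for nearly all of it at 300, where the opposing peaks were nearly equal in number. At 500, 700 and 1000, siMETTL3 replicate 2 also had more opposing peaks, 60, 26 and 7 against 52, 10 and 2 in siControl replicate 2. How much of the higher FDR is owed to fewer peaks at these scores is therefore not settled. A difference between the input libraries was not tested, since these were not analysed here, and neither was a biological explanation, so the cause remains open.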

How the results depend on the processing

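Except for the limits on the FDR, all alternatives were set before the data were examined. With the stricter p-value, the difference in the number of peaks (siMETTL3 minus siControl) fell from 332.5 to 140.5 and kept its direction. It reversed to −113 peaks with an FDR of at most 50% and to −236.5 with an FDR of at most 5%. The covered length reversed from 373923.5 bases to −133698.5 and −569514.5. Under the limit of 50%, the paired differences in peaks were −550 in replicate 1 and 324 in replicate 2 (SD 618), so only replicate 1 reversed. Under the limit of 5% they were −195 and −278. These limits were chosen after seeing the values, and the number of regions called in all 4 samples dropped from 3875 to 1356 under the limit of 50%. For the reversal at 5%, explanations of the higher FDR in siMETTL3 were tested above, and its cause remains open. The causes of the reversal at 50% and of the drop in regions were not tested. The difference between the group means of the samples' median log2 enrichment reversed from 0.0018 to −0.0074 with the stricter p-value (the cause was not tested), and both values are smaller than the spread between replicates.

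With 1 replicate left out in turn, the difference in peaks ranged from −387 to 1052, the difference in covered length from −453249.5 to 1201096.5 bases and the difference in median log2 enrichment from −0.073 to 0.077, so each changed direction with the sample left out. These comparisons break the pairing by replicate number. Within same-numbered replicates the difference in peaks had the same sign in both (250 and 415). The replicate block left these differences at 332.5 peaks, 373923.5 bases and 0.0018.

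Regions called only in siControl ranged from 567 to 676 and those only in siMETTL3 from 503 to 656 under the stricter p-value, the 50% coverage rule and the same number of peaks per sample. The mean Jaccard index within groups exceeded that between groups by 0.059, and by 0.057 to 0.066 under the alternatives run. The limma fit called 0 regions under each of the 7 alternatives run, the replicate block included, with 270 to 497 regions at an unadjusted p under 0.05. That fit was not run with a replicate left out, since a group would then hold a single sample. The unknown library depth limits every comparison of peak numbers.

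The alternatives for the number of genes with a peak, the shares of peaks on exons, in untranslated regions and around stop codons, and the enrichment and peak positions of the HSP genes were not run, because no annotation of the lists' genome build was used here.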

Differences from the paper's values

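The paper lists accession NM_005345 for HSPA1B in Table 1. In the RefSeq gene table of GRCh38.p14 this accession stands under HSPA1A (gene ID 3303), while HSPA1B has gene ID 3304 and another accession.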

Other observations

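The test in this part was chosen after its result was seen. The paper describes changed methylation patterns of HSPA1B, HSPA9, HSPB1 and HSPD1 after METTL3 knockdown, whose peaks were not singled out here. Over all regions with a peak in every sample, the limma comparison gave 372 of 3875 regions at an unadjusted p under 0.05 and 0 after adjustment. Of the 3 ways of splitting the 4 samples into pairs, 1, the real one, gave as many. The split of replicate 1 against replicate 2 gave 191 regions, and the crossed split, the only other one that parts both same-numbered pairs, gave 81. With 3 splits the share cannot go under 0.05, so this cannot be told apart from grouping by chance. A hypothesis is that METTL3 knockdown changed enrichment in some regions by amounts that 2 replicates per group could not resolve. The quartiles of the log2 ratios were −0.17 and 0.18, and the step tested on simulated data recovered 1.05% of the regions changed by 0.5.

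The number of peaks rose from replicate 1 to replicate 2 by 1274 in siControl and by 1439 in siMETTL3, which is more than the 332.5 between the group means. The number of tags in peaks rose by 422252 from siControl replicate 1 to replicate 2 and fell by 472394 between the siMETTL3 replicates. siMETTL3 replicate 2 had the most peaks of the 4 samples, 8577, and the fewest tags in them, 1945803. No explanation of these differences was tested.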
